A study of Mus musculus with 33 samples. Its data were reported in "Transcriptional profiling of mESC-derived tendon and fibrocartilage cell fate switch" (2021).

How the data were processed

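RNA sequencing was available for 33 mouse cell cultures in 11 groups of 3 replicates. Mouse embryonic stem cells had been differentiated to paraxial mesoderm (PM), collected on day 6 (D6). PM cells were then cultured with either CD1530, an agonist of the retinoic acid receptor gamma, or AGN, an inverse agonist of the retinoic acid receptors. Under the study's protocols both media also held TGF-beta, the hedgehog agonist SAG and FGF2. The Wnt agonist CHIR is named for the medium before D6 only. No group after D6 went without CD1530 or AGN. Both conditions were collected on D6.25, D6.75, D7.5, D8.5 and D10, which are 0.25, 0.75, 1.5, 2.5 and 4 days of induction. The deposited table holds raw counts per gene, which the authors made by aligning reads to GRCm38 and assigning them to genes. The annotation release, the strand setting and the handling of reads with several alignments are not stated in the methods. The counts are not normalized, but the table had been filtered on low counts: in each of its 17120 genes the third-highest library reached at least 0.611 CPM (counts relative to the library total). Of the gene identifiers, 17117 matched GENCODE release M21, which gave positions on GRCm38, GC content and gene length, and 3 did not.

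Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and in Python 3.11.15. All 33 libraries entered 1 fit with a mean for each of the 11 groups, TMM normalization and edgeR's robust quasi-likelihood F test, with no covariates. The edgeR filter on low expression removed none of the 17120 genes. P-values were adjusted by the Benjamini-Hochberg method within each of 13 contrasts, and a gene was called at an adjusted p-value under 0.05. The contrasts were CD1530 against AGN at each of the 5 time points, D6.25 and D10 against PM and D10 against D8.5 in each condition, an interaction over all 5 time points with 4 degrees of freedom, and an interaction of condition with the D8.5 to D10 step. Levels are given as TMM CPM, mean ± SD of 3 libraries. Log2 fold changes are given with their standard error (SE). A group whose 3 libraries all had at most 3 counts of a gene was treated as at the counting floor, and fold changes against it are given as lower bounds. Reads are not independent molecules where PCR copies occur, so these floors cover counting error only.

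Gene lists were tested with limma's fry in 13 tests, adjusted together, and with camera at a preset correlation of 0.01 as an alternative. The lists hold tendon, cartilage, retinoic acid receptor target, hedgehog target, TGF-beta target, Wnt target, proliferation, pluripotency, 2-cell-like, endothelial, endoderm, neural, muscle and sex-linked genes, and 19 genes taken as picked by the study from these same libraries. The last list is not independent evidence, since the study chose its genes on these samples. The study's text names 15 of the 19 and not the other 4, of which Cdx2 is one, so that the study picked these is not established here. Myog is in the muscle list and the list picked by the study, and Sox2 in the neural and the pluripotency lists. Apart from Tdgf1, a member of the pluripotency list, the genes named below were of 2 kinds. The first kind comprised markers that the study's text names, Cdx2, and standard targets of the ligands. The second kind comprised, at D10, D8.5 and D6.25, the 5 genes with the largest positive and the 5 with the largest negative fold change among called genes with a mean of at least 50 counts and no overlap between the libraries of the conditions, without predicted genes.

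Principal components were computed from gene-centred log2(CPM + 1). The distance between conditions at a time point was the Euclidean distance of the group means on that scale, net of the distance that replicate noise alone gives. Total counts ran from 17116084 to 38120841 per library, with a median of 19899242, and the edgeR common dispersion corresponded to a biological coefficient of variation of 4.68%. The fit was tested on simulated data with 200 of 17046 genes changed in CD1530 at D10. It recovered 158 of the 200 and made 6 false calls among 164 at D10, and it recovered 139 with 8 false calls for the D8.5 to D10 interaction. Apart from these genes all simulated groups had equal means, and the changes went up and down alike. Far more genes differed in the real data, so these counts do not give the error rate of the fit there. Replicates were checked for identical or near-identical columns.

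The tests, the gene lists, the rule for named genes and the alternatives were chosen before the data were examined, with these exceptions. Thinning of every library to the smallest total, a correction for GC content and gene length, the interactions of gene lists, and the distance between conditions with its correction for noise were added after the data were seen. The alternatives chosen beforehand were DESeq2 size factors, scaling by library size only, no filter or a filter at 1 CPM in 3 libraries, a fit that is not robust, edgeR's likelihood ratio test, DESeq2, a fit of the compared groups only, the replicate number as a block, a minimum absolute log2 fold change of 1, camera in place of fry, lists without weakly counted genes, other scales and gene sets for the principal components, and each library left out in turn. The single-cell and other assays of the study were not used here.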

Results

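The transcriptome of cultures derived from mouse embryonic stem cells was measured by RNA sequencing along 2 trajectories that start from the same PM cells at D6. Each of the 11 groups (PM, and CD1530 and AGN at 5 time points) held 3 libraries. The total count per library was between 17.1 M and 22.8 M, except in AGN at D8.5 replicate 1, which had 38.1 M. Replicates of a group had Pearson correlations across genes between 0.9927 and 0.9977. No pair of replicate columns was identical, and every pair differed by more than sampling noise, with a chi-square per gene of at least 1.59. This argues against copied columns, and all 33 libraries were kept. It does not tell separate cultures from repeat libraries of the same culture.

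Principal components address how the libraries are ordered by time and by condition. The first 4 components held 55.7%, 13.4%, 9.9% and 8.1% of the variance. On component 1 the group means rose with time from -86.1 ± 1.9 (SD, n = 3) in PM to 69.1 ± 0.5 in CD1530 and 69.7 ± 0.5 in AGN at D10. The conditions lay apart on component 3. There, CD1530 was at 4.0 ± 0.3 and AGN at -0.2 ± 0.0 at D6.25, and the means were 31.3 ± 0.1 and -33.9 ± 0.3 at D10. The share of component 1 changed most on linear CPM, where it was 76.4%, with 9.7% on component 2. Net of replicate noise, the distance between conditions was 15.9% of its D10 value at D6.25, 39.0% at D6.75, 56.1% at D7.5 and 79.2% at D8.5. On linear CPM these shares were 7.5%, 12.6%, 18.5% and 34.7%. Without 1 replicate number in all groups, the linear share at D6.25 ran from 4.3% to 10.5%.

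**Figure D1:**
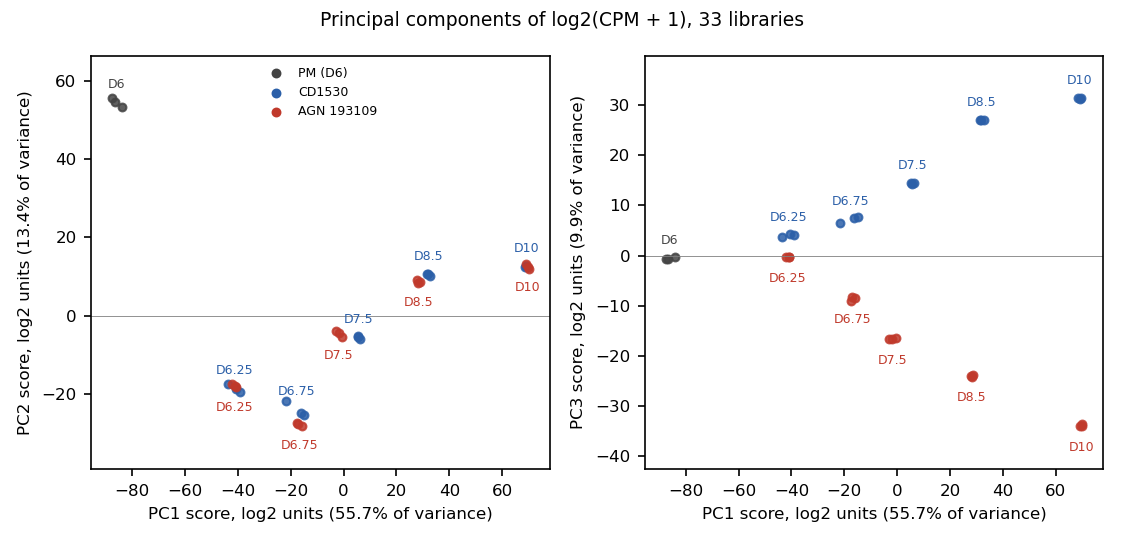
Scores of the 33 libraries on principal component 1 against components 2 and 3, computed from log2(CPM + 1); each point is 1 library, coloured by condition and marked with its day. Component 1 follows time in both conditions, and the conditions move apart on component 3 from D6.25 to D10, where their means are 31.3 and -33.9.

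The contrast of CD1530 with AGN at each time point asks when and how far the agonist and inverse agonist cultures differ. At D6.25, after 0.25 days of induction, 329 of 17120 genes were called, 210 higher and 119 lower in CD1530. At D6.75 there were 3076 calls (1359 higher, 1717 lower), at D7.5 4611 (2596 and 2015), at D8.5 6845 (3492 and 3353) and at D10 7980 (3878 and 4102). At D8.5 and D10 the direction with more calls depended on the scaling. Library size only gave 3954 higher and 2775 lower at D8.5 and 4450 higher and 3495 lower at D10, and DESeq2 size factors gave 3291 higher and 3583 lower at D8.5. Calls with an absolute log2 fold change of at least 1 numbered 12, 343, 738, 1292 and 1843 at the successive time points. The 3 libraries of one condition all lay above the 3 of the other for 21.1% of genes at D6.25 and 57.0% at D10, where chance gives 10%. Apart from the minimum fold change, the count that changed most with the processing was that at D6.75, which was 1236 when only the 6 compared libraries were fitted. Leaving out 1 library at a time gave 2452 to 3428 calls at D6.75. In that comparison CD1530 replicate 1 lay apart from its replicates along gene length. At D6.25 the 6 fits that each left out 1 library gave 196 to 276 calls, with the fewest without AGN replicate 3. Of the 329 genes called at D6.25, 249 were also called at D6.75, 242 of them in the same direction, and 271 were also called at D10, 209 in the same direction.

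**Figure D2:**
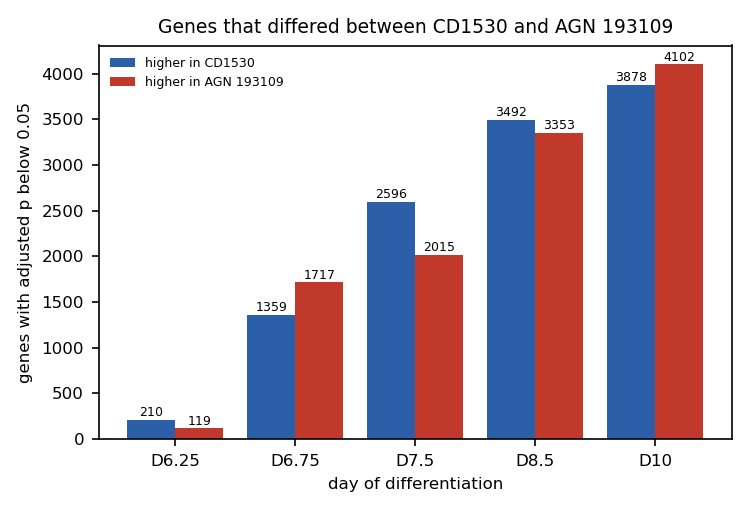
Number of genes with an adjusted p-value below 0.05 in CD1530 against AGN at each time point, by the condition in which expression was higher. The counts rose from 210 and 119 at D6.25 to 3878 and 4102 at D10.

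At D6.25, the genes higher in CD1530 with the largest changes were Csn3 (ENSMUSG00000001622), Arg1, Cyp26b1, Prrt3 and Dhrs3. Csn3 was at 8.86 ± 1.9 CPM in CD1530 and 1.9 ± 0.35 in AGN (SD, n = 3), a log2 fold change of 2.21 ± 0.18 (SE, edgeR adjusted p 8.91e-11). Arg1 differed by 1.55 ± 0.07, Cyp26b1 by 1.46 ± 0.09, Prrt3 by 1.16 ± 0.18 and Dhrs3 by 1.04 ± 0.10, with adjusted p-values between 8.53e-21 and 5.8e-05. Genes lower in CD1530 changed less. They were Gpr176 (-0.73 ± 0.17), Evx1 (-0.67 ± 0.15), Cer1 (-0.63 ± 0.08), Rnf150 (-0.59 ± 0.13) and Nfix (-0.57 ± 0.12). Cer1 had an adjusted p of 3.25e-07, and the other 4 had adjusted p-values between 0.00542 and 0.0136. Single libraries decided these 4 calls. Gpr176 lost its call in 4 of the 6 fits that each left out 1 library, Rnf150 in 2, Evx1 in 1 (without CD1530 replicate 3) and Nfix in 1 (without AGN replicate 1). Named genes were put through DESeq2 size factors, library size only, DESeq2 and a fit of the compared groups only. The replicate block and each library left out were also run on them, and the other alternatives were not. Over these alternatives the adjusted p-values ran from 0.000413 to 0.135 for Gpr176 and from 0.00063 to 0.0909 for Rnf150. They ran from 0.00183 to 0.0602 for Evx1 and from 1.24e-05 to 0.0547 for Nfix.

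The retinoic acid receptor target list asks whether the ligands acted on their pathway. At D6.25 all 12 members were higher in CD1530, with a median log2 fold change of 0.66 (0.61 with genes at the floor set at their bound; fry adjusted p 6.64e-18). Of the 12, 8 were called over all genes and 10 when adjusted over the list alone. At D10 the median was 4.42 (adjusted p 6.22e-34) and all 12 were called both ways. Rarb (chromosome 14, 16430839 to 16819156) was at 1.26 ± 0.11 CPM in CD1530 and 0.299 ± 0.11 in AGN at D6.25, and at 56.2 ± 3.6 and 1.12 ± 0.49 at D10, against 0.0636 ± 0.073 in PM. Cyp26a1 (chromosome 19, 37697798 to 37701536) rose in both conditions at D6.25, to 74.1 ± 0.81 and 41 ± 1.6 CPM, from 0.399 ± 0.18 in PM. At D10 it was at 169 ± 5.8 CPM in CD1530 and 2.45 ± 0.26 in AGN, a log2 fold change of 6.11 ± 0.08 (adjusted p 6.33e-41).

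**Figure D3:**
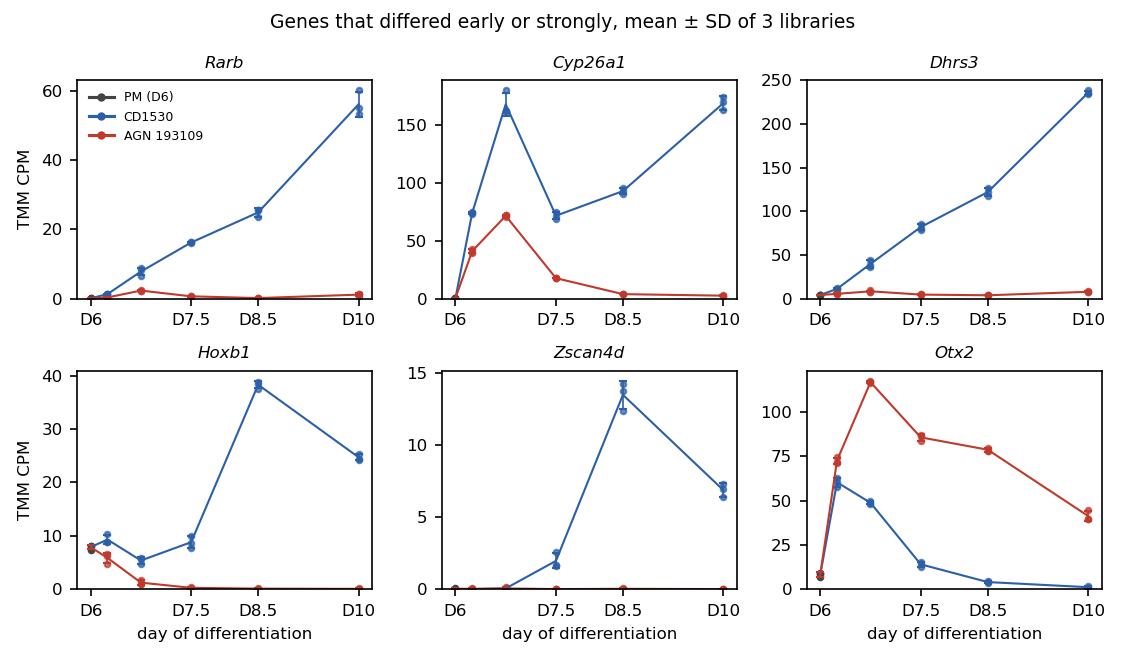
TMM CPM of Rarb, Cyp26a1, Dhrs3, Hoxb1, Zscan4d and Otx2 by day of differentiation; points are libraries, lines join group means and bars are SD (n = 3). Rarb and Dhrs3 rose in CD1530 from the first time points, and Otx2 was higher in AGN from D6.25 on.

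At D10 the tendon and cartilage lists address the identity of the cells in each condition. All 12 tendon genes were higher at D10 than in PM in both conditions, with medians of 4.26 in CD1530 and 4.43 in AGN. Between conditions the tendon list was lower in CD1530, with a median of -0.40, 3 members higher and 9 lower (fry adjusted p 2.09e-06). Of its members, 9 were called over all genes and 10 when adjusted over the list alone. All 6 cartilage genes were lower in CD1530, with a median of -3.94 (adjusted p 5.4e-29), and all 6 were called both ways. Cartilage genes were still above PM in CD1530 at D10, with a median of 3.31 in CD1530 and 7.56 in AGN.

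Scx (ENSMUSG00000034161, chromosome 15, 76457452 to 76459458) was at 858 ± 17 CPM in CD1530 and 1220 ± 28 in AGN at D10, against 6.41 ± 0.85 in PM. The log2 fold change between conditions was -0.51 ± 0.04 (adjusted p 1e-14). Tnmd (chromosome X, 133850980 to 133865577) was at 5.12 ± 0.59 and 10.4 ± 0.72 CPM at D10, a change of -1.02 ± 0.19 (adjusted p 1.57e-05), and at most 1 count in any PM library. Mkx (chromosome 18, 6934518 to 7004780) was higher in CD1530 at D7.5 (0.62 ± 0.09, adjusted p 1.48e-06) and D8.5 (0.48 ± 0.09, 5e-05). At D10 it was at 36.7 ± 2.1 and 37.2 ± 3.1 CPM, a difference within the replicate spread (-0.02 ± 0.08, adjusted p 0.869) whose sign changed under scaling by library size only, without CD1530 replicate 2 and without AGN replicate 3. Col1a1 did not pass the threshold at D10 (-0.24 ± 0.10, adjusted p 0.0532). It was called with DESeq2 size factors, in DESeq2 and in a fit of the 6 compared libraries, and its adjusted p ran from 1.43e-07 to 0.136 over the alternatives. Col2a1 (chromosome 15, 97975602 to 98004695) was at 145 ± 4.4 CPM in CD1530 and 2500 ± 69 in AGN, a change of -4.10 ± 0.05 (adjusted p 2.72e-42). It was equal in the conditions at D6.25 within error (0.06 ± 0.05, adjusted p 0.721) and already lower in CD1530 at D6.75 (-0.49 ± 0.04, 4.34e-12). Acan changed by -5.53 ± 0.09, Matn4 by -4.26 ± 0.10 and Sox9 by -1.05 ± 0.05, with adjusted p-values of at most 2.97e-21.

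**Figure D4:**
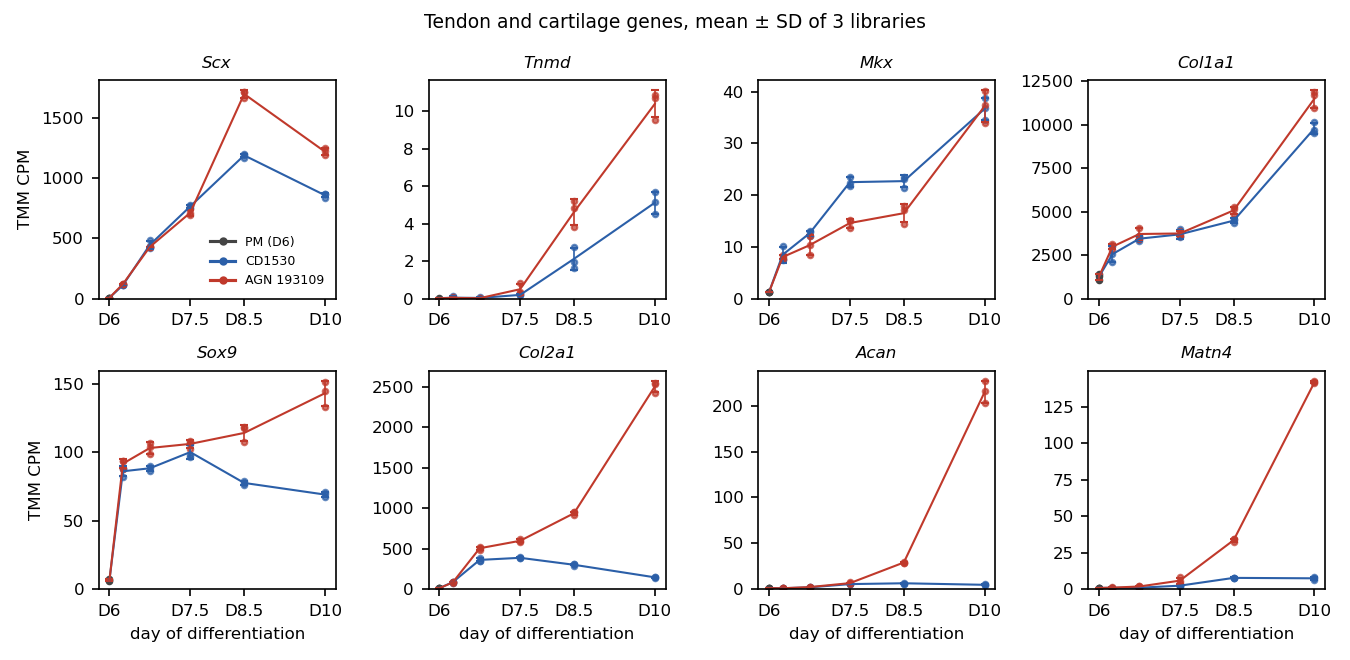
TMM CPM of 4 tendon genes (top) and 4 cartilage genes (bottom) by day of differentiation; points are libraries, lines join group means and bars are SD (n = 3). Scx and Tnmd were higher in AGN at D8.5 and D10, Mkx levels met at D10, and Col2a1, Acan and Matn4 separated most at D10.

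Of the list of 19 genes taken as the study's picks from these libraries, 15 were called at D10, 7 higher and 8 lower in CD1530, and 15 when adjusted over the list alone, which is not independent evidence. Wt1 (4.66 ± 0.39), Lox (0.82 ± 0.10) and Igfbp5 (1.43 ± 0.09) were higher in CD1530. Dlx5 (-3.54 ± 0.15), Alx4 (-2.40 ± 0.11), Tgfbi (-1.33 ± 0.03), Vcan (-1.01 ± 0.14) and Pax1 (-1.13 ± 0.11) were lower. These 8 had adjusted p-values of at most 1.27e-06. Tbx6 (-0.34 ± 0.56, adjusted p 0.659), Myog (-1.24 ± 0.70, 0.148) and Tal1 (-0.47 ± 0.27, 0.158) did not pass the threshold at D10. Tbx6 changed sign without CD1530 replicate 3 and without AGN replicate 3. Myog was called without CD1530 replicate 3 (adjusted p 0.0462 to 0.693 over the alternatives). Cdx2 was at the floor in AGN and at least 1.39-fold higher in CD1530 (adjusted p 0.0315). That call was lost in DESeq2 and without CD1530 replicate 2, AGN replicate 1 or AGN replicate 2, and its adjusted p ran from 0.0199 to 0.161 over the alternatives.

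The genes with the largest fitted positive changes at D10 were Stra8, Zscan4d, Hoxb1, Csn3 and Chrna3, all at the floor in AGN. Fold changes against the floor are lower bounds, so the ranking of such genes holds for the fitted values only. Stra8 (ENSMUSG00000029848) was at 201 ± 1.1 CPM in CD1530, at least 1100-fold higher than in AGN. Hoxb1 was at least 135-fold, Csn3 at least 62.2-fold, Chrna3 at least 41.6-fold and Zscan4d at least 37.7-fold higher, with adjusted p-values of at most 6.25e-17 over the 5 genes. The largest fitted negative changes were those of Cytl1, Clec3a, Vrtn, Cer1 and T. Cytl1 was at the floor in CD1530 and at least 40.4-fold lower there (adjusted p 5.32e-15). Clec3a changed by -6.81 ± 0.29, Vrtn by -6.63 ± 0.20, Cer1 by -5.81 ± 0.24 and T by -5.74 ± 0.14, with adjusted p-values of at most 1.03e-19. At D8.5 the largest fitted positive changes included Zscan4c (at least 83.2-fold) and Zscan4-ps3 (at least 49-fold) beside Stra8, Zscan4d and Hoxb1. The negative ones included Otx2 (-4.32 ± 0.09), Enpp2 (-3.85 ± 0.09) and Fgf5 (-3.80 ± 0.13) beside Cer1 and Vrtn.

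Comparisons with PM address the changes shared by both trajectories. At D6.25, 11607 genes were called in CD1530 (5913 higher, 5694 lower) and 11667 in AGN (5996 and 5671). At D10 these counts were 14237 (7408 and 6829) and 14038 (7115 and 6923). Which direction had more calls depended on the scaling here too. Library size only gave 6828 higher and 7498 lower at D10 in CD1530 and 6345 and 7867 in AGN, and DESeq2 size factors gave 5722 higher and 5943 lower at D6.25 in CD1530 and 5789 and 5936 in AGN. At D6.25, 10667 genes were called in both conditions, 10664 of them in the same direction. Across genes the 2 sets of fold changes correlated with r = 0.970, where unchanged groups simulated against the same PM libraries gave 0.493. At D10, 12794 genes were called in both, 12467 in the same direction, and r was 0.860 against 0.511 in the simulation. Genes are not independent replicates in these correlations.

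At D6.25 against PM, hedgehog target genes had a median log2 fold change of 1.32 in CD1530 (fry adjusted p 2.91e-10) and 1.30 in AGN (5.65e-11), with 3 of 4 members higher in each. TGF-beta target genes rose by a median of 0.63 (2.74e-16) and 0.73 (4.79e-17), with 4 of 6 members higher. Wnt target genes fell, with medians of -0.82 (1.74e-22) and -0.77 (2.32e-22) and 6 of 8 members lower. All 4 hedgehog and all 8 Wnt target genes were called in each condition, over all genes and adjusted over the list alone. Of the TGF-beta targets, 6 were called in CD1530 and 5 in AGN, both ways. Under the study's protocols both conditions also received TGF-beta and a hedgehog agonist from D6, and a Wnt agonist was named before D6 only. The comparison with PM does not separate this change of medium from CD1530 or AGN. As lists, the change from PM to D6.25 did not differ detectably between conditions for the hedgehog (interaction adjusted p 0.276), TGF-beta (0.0949) and Wnt targets (0.0949). Over all genes, 0 members of the 3 lists were called between conditions at D6.25, where 2 of 4 hedgehog, 4 of 6 TGF-beta and 3 of 8 Wnt targets had an unadjusted p-value under 0.05. Adjusted over the list alone, 3 TGF-beta targets (1 higher and 2 lower in CD1530), 1 Wnt target (lower) and 0 hedgehog targets were called.

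The last step, from D8.5 to D10, asks how each trajectory ends. It changed 9806 genes in CD1530 (4686 higher, 5120 lower) and 10168 in AGN (5125 and 5043). Scaling by library size only, under which the median log2 fold change of all genes was -0.127 in CD1530 and -0.113 in AGN (-0.035 and -0.013 with TMM), gave 3610 higher and 6520 lower in CD1530 and 4041 and 6406 in AGN. DESeq2 size factors gave 5009 higher and 4779 lower in CD1530, so the balance of directions depends on the scaling. Of 7341 genes called in both conditions, 6889 changed in the same direction. Proliferation genes fell in CD1530, with all 16 members lower and a median of -0.46 (fry adjusted p 1.25e-18). In AGN the median was -0.08, with 11 members lower and 5 higher (1.19e-05). At D10 all 16 were lower in CD1530 than in AGN, with a median of -0.41 (7.61e-18), and all 16 were called over all genes and adjusted over the list alone. With camera, 10 of the 13 list tests passed the threshold, and all 10 also passed under fry. Those that did not were proliferation in AGN from D8.5 to D10 (adjusted p 0.274) and the hedgehog targets in CD1530 (0.138) and AGN (0.1).

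The remaining lists were not part of the 13 tests, and their counts of calls at D10 between conditions are from the gene-level fit. All 8 neural genes were higher in CD1530, with a median of 3.14 (2.58 with genes at the floor set at their bound), and 8 were called over all genes and adjusted over the list alone. Of 16 genes of the 2-cell-like list, which mark a rare state of embryonic stem cells, 12 were in the table, and all 12 were called higher in CD1530 (12 also when adjusted over the list alone), with a median of 3.84 when genes at the floor were set at their bound. Pluripotency genes had a median of 0.22 between conditions, with 4 called higher and 2 lower, and medians of -3.50 in CD1530 and -3.72 in AGN against PM. Endothelial genes had a median of -0.03 (3 called higher, 3 lower), endoderm genes -0.32 (0.02 with bounds; 3 and 3), muscle genes -0.58 (-0.53 with bounds; 1 and 4) and sex-linked genes 0.51 (3 and 0). For these 5 lists the counts adjusted over the list alone were the same.

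Interaction tests ask whether the difference between conditions changes with time. Over the 5 time points, 8347 of 17120 genes had a difference that was not constant. From D8.5 to D10 the difference changed for 4591 genes. In 3071 of these its absolute size was larger at D10, and in 1520 it was not. The sign was not compared, so differences that reversed can be in either part.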

Values the study reported

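The study reported 105 M reads per sample for its bulk RNA-seq time course. Its first component in a principal component analysis, which followed time, represented 79% of the variance, and the second followed the difference between tendon and fibrocartilage differentiation. It placed the start of the divergence of fates after D7.5, with a strong increase between D8.5 and D10. It described the tendon genes Scx, Mkx, Col1a1 and Col3a1 as raised in both conditions at D10. Col2a1, Acan and Matn4 were described as far higher with AGN 193109 and minimally expressed with CD1530. Its proliferating tendon signature was described as falling in both conditions after D8.5. By real-time PCR at D10, an assay other than the sequencing, it found Mkx higher with CD1530 and no effect on Scx and Tnmd.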

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

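Of the tests in this part, the interactions of gene lists, the thinning of libraries, the correction for GC content and gene length, and the reading of the splits by whole time points were chosen only after the data were seen.

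The difference between CD1530 and AGN was not the same at all 5 time points for 8347 genes, by a test of the interaction with 4 degrees of freedom. With every library thinned to the smallest total 7999 genes were called, which argues against a difference in library size as the whole cause. After a correction of each library for trends with GC content and gene length, 9403 genes were called, which argues against these trends as the whole cause. Of 100 splits of the libraries, 1, the real one, gave as many genes. The largest count among the others was 8256, and it came from splits that kept the conditions of a whole time point together. There were 37 such splits, and the 62 others gave at most 1 gene. Without 1 replicate number in all groups the count was between 5684 and 7570. That the conditions diverge over time because of the ligands is the biological explanation that the design names, and it stays a hypothesis, since it was found on the same data and the labels record no batch of cultures.

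Between D8.5 and D10 the difference between conditions changed for 4591 genes, by a test of the interaction itself. AGN at D8.5 replicate 1, with 38.1 M counts, is in this comparison. Without it 4056 genes were called, with all libraries thinned to the smallest total 4316, and after the correction for GC content and gene length 5400. None of these counts fell by more than 1.5 times, which argues against the depth of that library, library size and these trends as the whole cause. Of 100 splits of the libraries, 6 gave as many genes, the real one included, and the largest count was 8811. All 5 others were among 15 splits that kept the conditions of a whole time point together, as labelled or exchanged. These carry the real difference between conditions at that time point and are not draws of chance. The 84 others gave at most 1 gene. They mix the conditions within both time points, which puts the real difference into the replicate spread. Low counts therefore follow in these splits whatever the cause, and they decide nothing. Splits of either kind do not separate a difference that changes with time from a difference at a single time point. The change itself rests on the interaction test. A different response to each ligand in the last step is the biological explanation that the design names, and it stays a hypothesis.

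From D8.5 to D10, 452 genes changed significantly in both conditions in opposite directions, 217 of them rising in CD1530 and 235 rising in AGN. This was read from the calls in each condition. The technical explanations are those of the interaction between D8.5 and D10, of which these genes are a part, and the counts of 4056, 4316 and 5400 genes above argue against them for the interaction as a set. They were not tested on these 452 genes alone. A different end of differentiation under each ligand stays open.

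The fall of proliferation genes from D8.5 to D10 was larger in CD1530 than in AGN, with a median interaction of -0.38 on the log2 scale, lower in 16 of 16 genes (fry adjusted p 1.08e-13, 2.68e-14 to 1.54e-12 over the alternatives). It was between -0.40 and -0.38 in the 12 fits that each left out 1 library. Its direction and call held with DESeq2 size factors, library size only, the replicate number as a block, thinned counts and the correction for GC content and length. With scaling by library size only, the median of all genes in this step was -0.127 in CD1530 and -0.113 in AGN, against -0.035 and -0.013 with TMM, so the scaling moved both conditions the same way. A lower share of dividing cells in CD1530 at D10 may explain it, as may a difference in cell density or in cell types, which bulk RNA cannot separate. The share of dividing cells was not measured here.

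The difference in retinoic acid receptor target genes grew from D6.25 to D10, with a median interaction of 3.52, higher in 12 of 12 genes (fry adjusted p 5.31e-27, 1.45e-27 to 1.14e-24 over the alternatives) and between 3.37 and 3.69 in the 12 fits that each left out 1 library. The list median of the difference was 0.66, 1.70, 2.78, 4.47 and 4.42 at the successive time points. From D8.5 to D10 the median interaction was -0.06, with 6 genes higher and 6 lower. Of these, 4 were called higher and 4 lower, and the values ran from -1.86 to 1.79. The list median therefore did not grow in the last step, while single members moved both ways. The scaling, thinning and GC and length alternatives gave the same direction and call, which argues against library size and these trends. The agonist and the inverse agonist act on this pathway by design. A response to the ligands that builds up in the list median until D8.5 is therefore a likely biological explanation. Accumulation of the transcripts and a change in cell types could give the same values, and these were not tested.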

How the results depend on the processing

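The tests with thinned counts, with the correction for GC content and gene length, with alternatives for the interactions of lists, and on linear distances were chosen only after the data were seen.

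For the counts of genes, 217 alternatives stayed within 1.5 times of the reported count and 19 did not. A minimum absolute log2 fold change of 1 left 12, 343, 738, 1292 and 1843 genes for CD1530 against AGN at the successive time points, 3043 and 7010 for CD1530 at D6.25 and D10 against PM, 2958 and 6669 for AGN, 1651 and 1713 for the last step in CD1530 and AGN, and 819 for the interaction from D8.5 to D10, since it selects fewer genes by construction. At D6.25 the 329 calls became 556 after the correction for GC content and length and 804 (408 higher, 396 lower) with only the compared groups in the fit. At D6.75 the latter gave 1236. The cause was not tested. Leaving out 1 library at D6.25 gave from 196 to 276 calls: 218 without CD1530 replicate 1, 214 without CD1530 replicate 3, 200 without AGN replicate 1 and 196 without AGN replicate 3. These fits have fewer libraries. The filter alternative without any filter removed no gene and so tests nothing.

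Of the list results, 166 alternatives kept direction and call, and 3 lost the call under camera: proliferation in AGN from D8.5 to D10 (-0.08, adjusted p 0.274; 5.06e-11 to 0.274 over the alternatives), and the hedgehog targets at D6.25 against PM in CD1530 (1.32, 0.138; 6.75e-11 to 0.138) and AGN (1.30, 0.1; 1.78e-11 to 0.1). Camera compares a list with all other genes and fry does not, and the cause was not tested further. The 34 alternatives for the interactions of lists covered proliferation and the retinoic acid receptor targets only, and all kept direction and call. The interactions of the hedgehog, TGF-beta and Wnt targets were not put through alternatives.

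Of the alternatives for named genes, 559 kept direction and call, 5 reversed, 4 were stronger and 12 weaker. Mkx in CD1530 vs AGN at D10 was 0.02 with library size only (adjusted p 0.507 to 0.973 over the alternatives), and from -0.08 to 0.04 with 1 library left out, where it reversed without CD1530 replicate 2 (0.02) and without AGN replicate 3 (0.04). Tbx6 in CD1530 vs AGN at D10 was from -0.76 to 0.05, and reversed without CD1530 replicate 3 (0.02) and without AGN replicate 3 (0.05). The changes in both are within their standard errors.

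The share of variance on principal component 1 was 76.4% on linear CPM, 49.6% with a pseudocount of 0.1, 63.4% for the 1000 most variable genes, 43.5% with genes scaled to unit variance, 54.5% with library size only, 56.4% without PM, and from 55.8% to 56.1% without 1 replicate number. For component 2 these were 9.7%, 14.4%, 15.1%, 11%, 14.6%, 13.8%, and from 13.4% to 13.9%. On linear CPM the distance between conditions was 7.5%, 12.6%, 18.5% and 34.7% of that at D10. Without 1 replicate number in all groups, these ran from 4.3% to 10.5%, from 11.5% to 13.9%, from 17.1% to 20.5% and from 34.6% to 34.9%. The cause of each shift was not tested, except that 84.0% of the linear variance lay in 100 genes.

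With scaling by library size only, the median log2 fold change of all genes was -0.127 (CD1530) and -0.113 (AGN) from D8.5 to D10 and -0.152 in AGN at D10 against PM, against -0.035, -0.013 and -0.002 as reported, and 35.6%, 38.7% and 44.6% of calls were then higher. The direction with more calls also reversed elsewhere. For CD1530 against AGN at D8.5 3492 calls were higher and 3353 lower as reported, and the share higher was 47.9% with DESeq2 size factors, 48.2% in DESeq2, 45.4% after the correction for GC content and length and 58.8% with library size only. At D10 it was 48.6% as reported, 56.0% with library size only and 51.5% with only the compared groups in the fit. At D6.25 against PM it was 50.9% in CD1530 and 51.4% in AGN as reported, 49.1% and 49.4% with DESeq2 size factors, 49.2% and 49.6% in DESeq2, and 45.8% and 45.9% after the correction. At D10 against PM, 7408 calls were higher and 6829 lower in CD1530 as reported, and the share higher was 47.7% with library size only and 49.8% with only the compared groups in the fit. In AGN the share was 50.7% as reported, 44.6% and 49.9% with these alternatives, and 49.2% after the correction. From D8.5 to D10 in CD1530 it was 47.8% as reported, 51.2% with DESeq2 size factors and 51.1% in DESeq2, with 5417 calls higher and 5203 lower with only the compared groups in the fit and 5048 and 5038 after the correction. The balance of directions in these comparisons is therefore not a finding.

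The replicate numbers do not pair the samples: over 165 pairs with the same number the mean correlation of deviations was -0.001 (-0.298 to 0.292), and over 330 pairs with different numbers 0.001. With the replicate number as a block, 329 genes were called at D6.25, 7914 at D10, 8196 with the interaction over time and 4511 with the interaction from D8.5 to D10.

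At this depth a gene with at most 3 counts per library is at the floor, which limits fold changes of genes absent in 1 condition to lower bounds.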

Other observations

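The tests of the variance on the linear scale and of more residual pluripotent cells, and the reading of the endothelial test, were chosen only after their results were seen.

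The median total was 19.9 M counts per library. That is lower than the read number quoted from the study above.

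All 12 detected 2-cell-like genes were higher in CD1530 at D10, at least 7.03- to 37.7-fold, and all 12 were at the floor in AGN at D10. Reads shared between near-identical copies are argued against, since all 7 members with mostly unique sequence (56.9% to 97.1% of their 75-base words found in no other gene) were also higher. Residual pluripotent cells stay open. The median of the pluripotency list between conditions was 0.22, but its members went both ways: Nanog (0.39 ± 0.05) and Sox2 (0.66 ± 0.05) were higher in CD1530, and Pou5f1 (-2.49 ± 0.06) and Tdgf1 (-1.59 ± 0.04) lower. Against PM, the 2-cell-like list had risen by a median of 4.19 in CD1530 at D10 with genes at the floor set at their bound (7.08 as fitted), while the pluripotency list stood at -3.50. This test replaced an earlier one, whether 2-cell-like members exceeded 3 counts in any PM library, which held for 1 of 12 members, with a highest count of 4, and so did not meet its prediction. Neither excludes the explanation, because PM cells express pluripotency genes themselves, and the agonist may act on a few residual pluripotent cells. Sox2 is also in the neural list.

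Endothelial genes rose early, with a list median of 3.67 ± 0.18 above PM in CD1530 and 2.89 ± 0.03 in AGN at D6.75 (SD, n = 3), falling to 1.41 ± 0.12 and 1.91 ± 0.23 at D10. A lower share of the main cell type would raise the genes of other lineages alike. At D6.75 the endoderm list had risen by 2.88 ± 0.20 in CD1530 and 2.73 ± 0.11 in AGN, the neural list by 0.34 ± 0.22 and 0.20 ± 0.06, and the muscle list by 0.83 ± 0.02 and 1.36 ± 0.11. The prediction set beforehand for that explanation, that all 4 lists rise, was met, with 0.20 as the smallest rise. The lists moved apart by more than their spread, but this does not decide. The values are on log2(CPM + 1), where equal fold changes give smaller rises in weakly counted genes. For the neural list in CD1530 at D10 against PM, the rise was 1.84 on this scale and 3.89 as fitted. That criterion was applied after the values were seen. A share of endothelial cells in the cultures may contribute and was not tested. The endoderm list holds Cer1, which is also among the genes with the largest changes.

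CD1530 at D6.75 replicate 1 lay farther from its replicates than any other library, with an SD of 0.290 across genes, against 0.197 for the next. Its deviation followed gene length (Spearman rho -0.693 across genes, which are not independent replicates). The median deviation was 0.22 in the shortest quartile of genes and -0.29 in the longest, and after the correction for GC content and length its SD was 0.214. A difference in RNA quality or library preparation is a candidate explanation, which the counts alone cannot test. GC content (rho 0.191) and collection at another stage (rho -0.224, -0.109 given length and GC content) are not decided by these values. In all, 9 libraries had an absolute rho with length above 0.3, and 0 had one with GC content.

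AGN at D8.5 replicate 1 had 38.1 M counts and an SD of 0.197. The slope of its deviation on the difference between conditions was 0.003, which argues against reads from a CD1530 library, and its rho with GC content was 0.062, which argues against a trend with GC content. Its rho with gene length, 0.105, decides nothing. A library sequenced more deeply or pooled from separate runs stays open.

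Among 38 Hox genes the difference between conditions at D10 fell with the paralog number (Spearman rho -0.354, two-sided permutation p 0.0298; Pearson r -0.407, p 0.00912; 1 relation tested, with both coefficients). Without the 2 genes farthest from the median paralog number, r was -0.247. In paralogs 1 to 5, 11 of 14 were called higher in CD1530 and 0 lower, and in paralogs 6 to 13, 14 of 24 were higher and 1 lower. Within clusters, rho was -0.509 (a), 0.285 (b), -0.600 (c) and -0.381 (d), so the order does not hold in cluster b. An order along the clusters in the response to retinoids may be reflected here. Genes of a cluster are not independent replicates, and Hoxb1 is also in the retinoic acid receptor target list.

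The early separation of the conditions was smaller on linear CPM than on the log2 scale. The 100 genes with most variance held 84.0% of the variance of linear CPM and 11.6% on the log2 scale, and Col1a1 alone held 14.6% of the linear variance. That a few highly expressed genes carry the linear distances is a candidate explanation for the scale dependence.

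For each of the 11 comparisons of 2 groups, 1 of the 10 splits of the 6 libraries, the real one, gave as many genes. A design of 3 against 3 cannot give a share under 0.1. The largest count in any other split was 156, in CD1530 against AGN at D6.75.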
